A study of Mus musculus with 6 samples. Its data were reported in "Inhibition of RANK signaling in breast cancer induces an anti-tumor immune response orchestrated by CD8+ T cells" (2020).

How the data were processed

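RNA was measured in sorted CD45- cells, the fraction of a dissociated tumor that lacks the leukocyte surface protein CD45 and is therefore enriched in tumor cells. The tumors were orthotopic transplants (placed in the mammary fat pad) of MMTV-PyMT mammary tumors, which arise in mice that carry the polyomavirus middle T oncogene under a mammary promoter. Donor tumors were RANK+/+ or RANK-/-. RANK is the receptor activator of NF-kB, encoded by Tnfrsf11a. Each array received 2 RNAs, one of each genotype, labeled with Cy5 (red) and Cy3 (green). The 6 arrays fell into 3 pairs of RNAs with 2 technical replicate arrays each, named A and B. Groups, pairs and dyes were taken from the sample labels. In pair 1 the RANK-/- RNA was in Cy5, and in pairs 2 and 3 the RANK+/+ RNA was in Cy5. Arrays A and B of a pair had the same dye arrangement per the labels, so no pair held its own dye swap, although the methods of the study describe dye swaps. All 6 arrays lay on 1 slide with 8 positions and had 1 scan date, so slide and date could not be tested as batches.

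The arrays were SurePrint G3 Mouse arrays with 62976 spots each. The authors scanned them and extracted each spot with Feature Extraction 10.7.3.1. The deposited scanner tables give each spot's median intensity and its median local background intensity in both channels, without normalization. They also hold processed intensity values, which per the file headers are background-subtracted, detrended and dye-normalized, and a log10 ratio of processed Cy5 over processed Cy3. The deposited series table holds log2 ratios that the authors normalized. Its direction was not stated. Set against the scanner ratios, its values ran as RANK-/- over RANK+/+ on every array. All of its columns were matched to a sample. The processed intensities and the series table were used only as alternatives. Mean spot signals, named in the plan, were not used here; the median spot signal stood in for them.

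From the scanner tables, median signals were background-corrected with normexp (offset 50) on all spots, using limma 3.58.1 in R 4.3.3 with data.table (version 1.17.8). Control spots and spots marked as outliers by Feature Extraction were then removed. There were 3671 control spots and 59305 gene spots per array, and 212 to 260 outlier spots. No spot was saturated (0 on every array). Ratios were normalized within arrays by intensity loess and between arrays by Aquantile, which makes average intensities alike and leaves ratios as they are. The methods of the study also name a spatial loess step, which was run as an alternative. Spots of one probe were averaged, which left 55681 gene probes. Every ratio was turned to RANK-/- over RANK+/+ on the log2 scale, and arrays A and B of a pair were averaged. Each pair was 1 replicate, giving n = 3.

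A probe was kept when Feature Extraction called it well above background on both arrays of at least 2 pairs in the channel of one genotype. This kept 30231 probes (54.3%), of which 30228 had a ratio in all 3 pairs. Gene symbols came from a RefSeq table of the mouse assembly GRCm38.p6, matched by accession without version. In all, 28026 of the 55681 gene probes matched, and the others kept the name in the files. The array grid names the mm9 build, so no coordinates are given, and the table served only for names and for the order of neighboring genes. For a gene with several probes, the probe of highest mean intensity over the 6 arrays stood for it. The test then covered 22503 genes or unnamed transcripts, 14673 of them with a RefSeq symbol and 7830 under the name in the files.

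Genes were tested with limma (lmFit and eBayes, intercept only, two-sided) on the 3 pair ratios, with Benjamini-Hochberg adjustment and a threshold of 0.05. A rank product test, the kind of test the study used, was run on the same ratios, with the proportion of false positives (pfp) from 500 seeded random draws and a threshold of 0.05 in each direction. With 3 pairs, the smallest p that an exact two-sided sign-flip test can give is 0.25, so no single gene can pass 0.05 in such a test. Gene lists with at least 3 tested genes were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation. P values were adjusted over the 23 lists that met this minimum, of 26 in all. Pearson and Spearman correlations across genes were given without p values, because genes are not independent replicates. The number of arrays limits the precision of every value.

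Design, alternatives, gene lists and the rule for naming genes were fixed before the data were examined. The rule named Tnfrsf11a, the 10 highest and 10 lowest genes past the limma threshold with the same sign in all 3 pairs, and, where fewer passed, the 5 genes of smallest p in each direction, stated not to pass. It also named every gene measured by RT-PCR in the study text, the RANK target genes and cytokine genes that the text names, and the most shifted members of other lists. The lists of genes measured by RT-PCR, RANK targets and supernatant cytokines came from the text of the study. Lists for antigen presentation by class I and class II molecules, intrinsic apoptosis and positive regulation of T-cell cytotoxicity were written by hand for processes that the text names, and those for class II, apoptosis and milk genes in part after reading the study supplement. The study named these processes from expression in the same sorted cells, so the lists are not independent of these samples. The hair follicle and ribosome biogenesis lists were written after reading that supplement, so they were chosen in part on these samples and are not independent of them. Lists for luminal, hormone-sensing luminal and basal cells, fibroblasts, endothelium, leukocytes, T and B lymphocytes, macrophages, neutrophils, interferon responses, proliferation and sex were marker lists written by hand.

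The steps were tested on simulated data. Of 22503 genes, 67 were changed by 1, 67 by 2 and 66 by 3 log2 units. Ratios were drawn with the SD of each gene as moderated by eBayes, which pulls it toward a common value. Genes and pairs were drawn independently. Limma recovered 11.9% of the genes changed by 1 unit, 89.6% of those changed by 2 and 98.5% of those changed by 3. The rank product recovered 11.9%, 98.5% and 100% of the same genes. Among unchanged genes limma called 9 and the rank product 43. In the data, ratios of different pairs correlated across genes (Pearson r from -0.279 to 0.178), so these rates may not carry over. In 100 draws with no change and independent genes, camera called 0.24 lists on average and at most 4. When the genes of each list shared the correlation estimated from these data, camera called 7.87 lists on average and at most 14, and fry called 0.04 on average.

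The alternatives changed the background correction, the offset (0 and 16), the normalization, the signals, the filter on dim probes, the choice of probe, the treatment of arrays A and B, the dye term, the replicate block, the empirical Bayes step, the set test and the fold-change minimum (1.5). Each pair was also left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.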

Results

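Gene expression was compared between sorted CD45- cells of RANK-/- and RANK+/+ tumor transplants on 2-color arrays. In the CD45- fraction leukocytes are depleted and tumor cells enriched. Each of 3 pairs of RNAs, one RNA per genotype, was hybridized to 2 technical replicate arrays, A and B, giving 6 arrays and 3 pair ratios. The labels do not say whether the 3 RNAs of a genotype came from different tumors. Of the 55681 gene probes, 28926 to 32756 (51.9% to 58.8%) were well above background per array and genotype. The median spot signal was 87 to 105.5 in Cy5 and 48 to 54 in Cy3, against a median background of 63 to 71 and 30 to 36. A positive log2 ratio below means a higher signal in the channel labeled RANK-/-, and the spread is the SD over n = 3 pairs.

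The deleted gene was examined first, as a check of the labels. The position of its probe relative to the deleted part was not used, which limits this check. Tnfrsf11a, which encodes RANK, was measured by 1 probe (NM_009399), and this probe was well above background in both channels of all 6 arrays. Its signal was higher in the channel labeled RANK-/- in every pair, with log2 ratios of 2.03, 1.15 and 1.76 in pairs 1, 2 and 3. The mean was 1.65 ± 0.45 (SD, n = 3; SE 0.22). The 6 arrays ranged from 1.14 to 2.06. The gene did not pass the limma threshold (adjusted p 1.00) or that of the rank product (pfp 0.0888). Median centring in place of loess moved the value most among the normalizations, to 1.39. The direction of this gene goes against its label. Every direction given here therefore rests on the labels as they stand, and groups are named by the channel label.

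**Figure D1:**
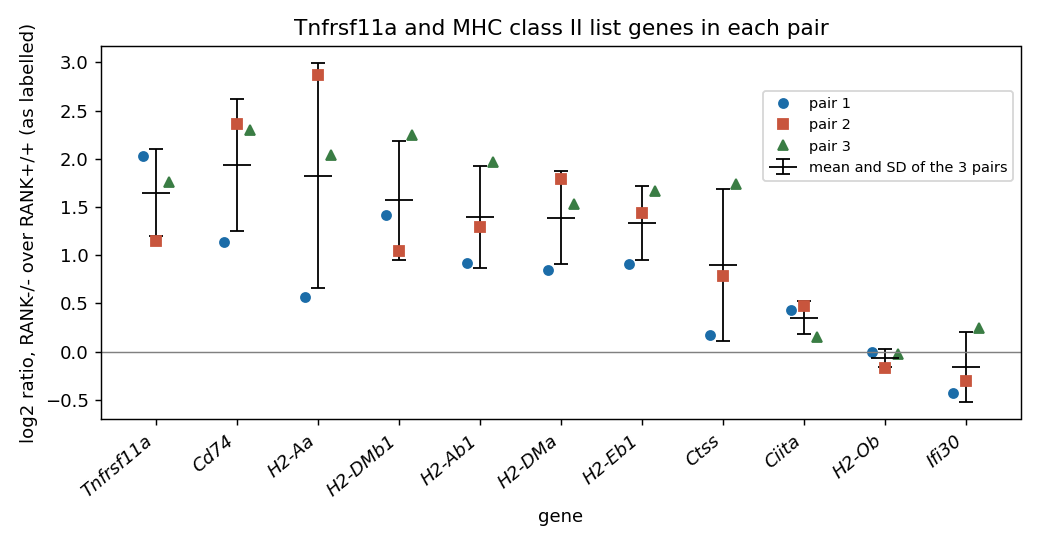
Log2 ratio of the channel labeled RANK-/- over that labeled RANK+/+ (y axis) for Tnfrsf11a and the genes of the class II antigen presentation list (x axis). Points are the 3 pairs and bars the mean and SD; Tnfrsf11a lies at 2.03, 1.15 and 1.76, and Cd74 at 1.14, 2.36 and 2.30.

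Technical replicates gave nearly the same ratios, whereas pairs did not. Across genes, arrays A and B of a pair correlated with a Pearson r of 0.978, 0.973 and 0.983 in pairs 1, 2 and 3 (Spearman rho 0.952, 0.936 and 0.963). Between pairs, r was -0.279 for pairs 1 and 2 (rho -0.367), 0.178 for pairs 1 and 3 (rho 0.161) and -0.0792 for pairs 2 and 3 (rho -0.0670). These correlations are across genes, which are not independent replicates. The median SD between pairs was 0.329, which is 5.19 times the median technical SD of 0.0633. The SD between pairs exceeded the technical SD in 20882 genes (92.8%). Within a pair, differences of at least 2-fold were common: 823 genes were higher and 639 lower in pair 1, 551 and 534 in pair 2, and 1105 and 677 in pair 3. Only 20 genes were at least 2-fold different the same way in all 3 pairs, 9 of them higher and 11 lower. The same sign in all 3 pairs was found in 4411 genes (19.6%), against 25% expected if signs were independent. Pair 1 differed from the others in its dye arrangement, so a difference between dye arrangements is also a difference between pair 1 and the rest.

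**Figure D2:**
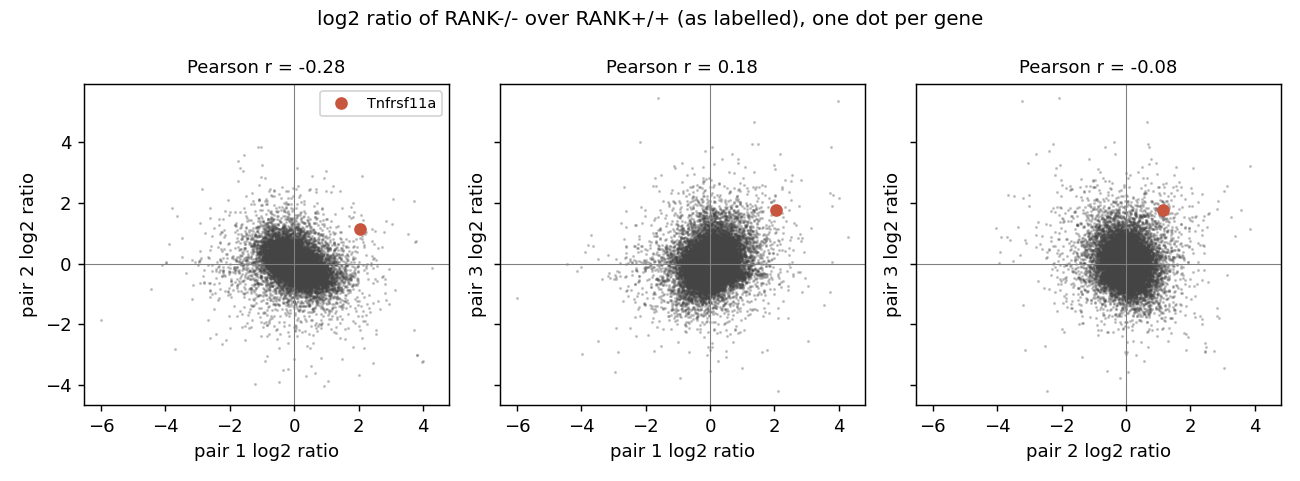
Log2 ratio of the channel labeled RANK-/- over that labeled RANK+/+ in one pair (x axis) against another (y axis), 1 dot per gene, with Tnfrsf11a marked. Genes scatter with Pearson r of -0.28, 0.18 and -0.08, and Tnfrsf11a is positive in all 3 pairs.

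Which genes differed between the genotypes was asked next. By limma, 0 of 22503 genes passed the threshold (smallest adjusted p 1.00). At an unadjusted p under 0.05 there were 647 genes, 373 higher and 274 lower in the channel labeled RANK-/-, where 1125 would be expected by chance. The rank product called 20 genes at a pfp under 0.05, 10 higher and 10 lower. The treatment of the technical replicates moved these counts most: with the 6 arrays entered as 6 separate replicates, limma called 298 genes and the rank product 730. Without pair 1 the rank product called 3 genes, and without pair 3 it called 2.

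None of the following genes passed the limma threshold (adjusted p 1.00 for each). In the order of their p, the first 5 that were higher in the channel labeled RANK-/- were Afap1l1 (mean log2 ratio 1.33 ± 0.07), Cxcl1 (1.21 ± 0.16), Slc2a6 (1.94 ± 0.53), Tnfrsf11a (above) and Hsd11b1 (1.02 ± 0.16). The first 5 that were lower were Armcx2 (-1.43 ± 0.14), Gin1 (-1.87 ± 0.36), Alox5ap (-1.45 ± 0.22), Ly6d (-1.45 ± 0.24) and Dsp (-1.54 ± 0.29). All 10 had the same sign in all 3 pairs. A gene chosen by its small p also tends to have a small SD.

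The 20 genes called by the rank product are named because of this call, so they were chosen after their values were seen. The higher ones were Slc2a6, Cd74, Comp, Wap, Clca3a2, Clca3a1, Tbx3, 2310057J18Rik and the unnamed transcripts of probes A_55_P2151956 and A_55_P1998702. The lower ones were Gin1, Wif1, Krt27, Ptprz1, Raet1e, Zfp612, Tchh, Bex4, Bex1 and the unnamed transcript of probe A_55_P2145656. The test ranks large values highly even when pairs disagree. Tbx3 was -1.11, 3.84 and 3.19 in pairs 1, 2 and 3, and 2310057J18Rik was 3.96, -3.23 and 5.36. Bex4, Bex1 and the transcript of A_55_P2145656 also changed sign between pairs. Zfp612 was near 0 in pair 1 and lower in the others (-3.14 and -2.85). Wif1 was lower in every pair (-1.51, -2.52 and -2.71). Krt27 and Tchh were well above background on 3 of the 6 arrays in the channel labeled RANK-/- and on all 6 in the other.

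Genes with RT-PCR values from whole tumors in the study were looked up in the sorted cells. The study reports Prf1 and Ifng as higher in RANK-/- tumors and Il1b and Casp4 as higher in RANK+/+ tumors. It gives S100a9 a tendency to be higher in RANK+/+ tumors. Casp4 was higher in the channel labeled RANK-/- in all pairs (0.61, 1.33 and 1.88; mean 1.27 ± 0.64), and both of its probes were higher. This direction is opposite to that in the study. S100a9 was -4.12 in pair 1 but -0.04 and -0.25 in pairs 2 and 3, and its probe was well above background on 4 of 6 arrays in the channel labeled RANK-/-. Il1b was -1.20 in pair 1 and 0.15 and 0.05 in the others. Prf1 was -0.31, 0.06 and 0.05. Ifng was not tested: its probe was well above background on 3 of 6 arrays in the channel labeled RANK-/- and on 2 of 6 in the other. Of the 4 tested genes, 0 passed the limma threshold over all genes and 1, Casp4, passed when adjusted over the list alone (adjusted p 0.0374).

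Genes that the study names as targets of RANK signaling were looked up next. The study measured them by RT-PCR in human breast cancer cell lines with raised or lowered RANK, not in these tumors. They are thus no check of the genotype labels. Birc3 was higher in the channel labeled RANK-/- in all 3 pairs, by little (mean 0.23 ± 0.32). Nfkb2 (0.40 ± 0.51), Icam1 (0.60 ± 1.01) and Relb (0.25 ± 0.57) were below 0 in pair 1 and above 0 in pairs 2 and 3. Their spread exceeded their means. No target passed the threshold over all genes or adjusted over the list alone (0 by limma, smallest adjusted p over the list alone 0.366).

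Cytokines measured in culture supernatants of the 2 genotypes were looked up as transcripts. Of the cytokines more abundant in RANK-/- supernatants, Ccl11 was higher in all pairs (0.65 ± 0.74), Cxcl13 was higher in pairs 2 and 3 only (0.74 ± 1.21) and Cd40 was near 0 (-0.07 ± 0.17). Among those more abundant in RANK+/+ supernatants, 0 of the 6 tested genes were lower in all 3 pairs. Kitl (0.39 ± 0.56), Csf1 (0.30 ± 0.65), Tnf (0.45 ± 1.17) and Cxcl12 (0.47 ± 1.79) had positive means, and Ccl3 (-0.37 ± 0.77) and Il1b (-0.34 ± 0.75) negative ones. The means of Cxcl12, Csf1, Ccl3, Il1b, Cd40 and Prf1 changed sign when 1 pair was left out. Cxcl12 was read from the brighter of 2 probes (-1.46, 0.82 and 2.07 in pairs 1, 2 and 3), and the other probe was above 0 in every pair (0.08, 0.28 and 0.90). Il10, Il13 and Il4 were well above background on 0 arrays. Il17a was above it on 2 arrays and only in the channel labeled RANK+/+, and Il1a on 1 array in each. These 5 genes were not tested. For both cytokine lists 0 genes passed adjusted over the list alone.

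The processes that the study reported as altered in RANK-/- tumor cells were tested as gene lists. With the preset correlation, camera called 12 of 23 lists, 9 higher and 3 lower in the channel labeled RANK-/-. None of these 12 calls held under the other set tests. Fry called 0 lists (smallest adjusted p 0.599, with 1 list at an unadjusted p under 0.05), and camera with the estimated correlation called 0 (smallest adjusted p 0.574, with 0 lists unadjusted). The correlation estimated for the called lists ranged from 0.103 to 0.940, with a median of 0.605, far above the preset 0.01. Each of these correlations was itself estimated from only 3 pairs. Whether fry or camera with the estimated correlation can recover a shifted list from 3 pairs was not simulated. Their 0 calls therefore do not exclude a shift.

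Genes of class II antigen presentation were higher in every pair. Their median log2 ratio was 0.71, 1.17 and 1.70 in pairs 1, 2 and 3 (camera adjusted p 7.34e-10; fry adjusted p 0.599), and 8 of the 10 tested genes were higher in all 3 pairs. Cd74 (1.93 ± 0.69) and H2-Aa (1.83) had the highest means in the list. Adjusted over the list alone, 6 genes of the list passed in limma: Cd74, H2-Ab1, H2-DMa, H2-DMb1 and H2-Eb1 (adjusted p 0.00785 for each) and H2-Aa (adjusted p 0.0273). The list was written in part after the study supplement was read, so that count is not independent evidence. The class I list had medians of 0.22, 0.88 and 1.06 (camera adjusted p 2.69e-13), with 12 of 19 genes higher in all pairs. There Psmb10 (0.82) and Tapbpl (0.86) passed when adjusted over the list alone (adjusted p 0.0486 for both). The study named antigen presentation from the same sorted cells, so these passes are not independent evidence either. The list for positive regulation of T-cell cytotoxicity shares 6 of its 18 tested genes with the class I list. Its medians were 0.22, 0.35 and 0.96 (camera adjusted p 4.05e-06), 8 of 18 genes were higher in all pairs, and 0 passed adjusted over the list alone. Intrinsic apoptosis was not called (camera adjusted p 0.697), with 6 of 29 genes higher and 2 lower in all pairs. In that list the median of the gene means was -0.09, while their mean was 0.06 and camera read the list as higher.

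**Figure D3:**
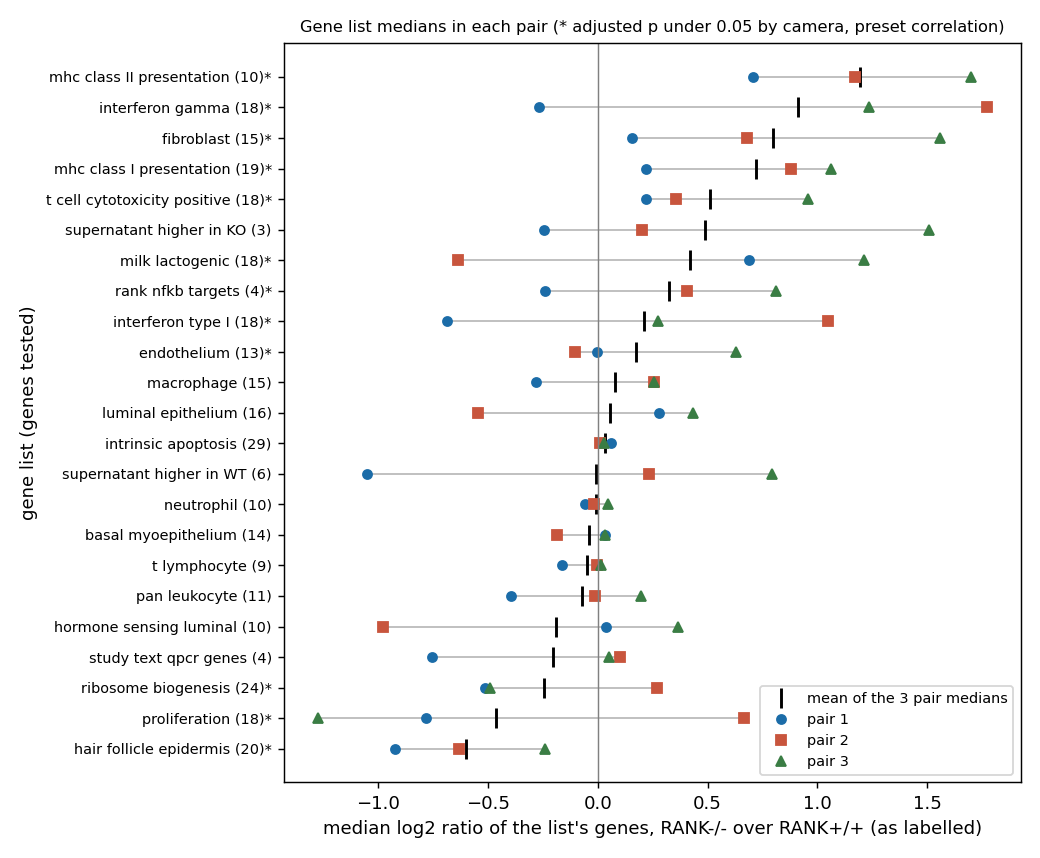
Median log2 ratio of each gene list's tested genes, channel labeled RANK-/- over RANK+/+ (x axis), for the 23 lists (y axis, tested genes in brackets). Points are the 3 pairs, ticks their mean, and stars the 12 lists called by camera at the preset correlation; the class II list is positive in all pairs (0.71, 1.17 and 1.70), and proliferation is negative in pairs 1 and 3 and positive in pair 2.

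Of the other lists called higher, fibroblast genes had medians of 0.16, 0.68 and 1.56 (6 of 15 genes higher in all pairs). The remaining ones were not uniform. Interferon gamma response genes were at -0.27 in pair 1 and at 1.77 and 1.23 in pairs 2 and 3. Type I interferon response genes were at -0.69, 1.05 and 0.27, RANK targets at -0.24, 0.41 and 0.81, endothelial genes at -0.00, -0.10 and 0.63, and milk genes at 0.69, -0.63 and 1.21. The lists called lower were hair follicle and epidermis genes (-0.92, -0.63 and -0.24; 8 of 20 lower in all pairs), proliferation (-0.78, 0.66 and -1.27) and ribosome biogenesis (-0.51, 0.27 and -0.49). In the hair follicle list Krt27 passed adjusted over the list alone (adjusted p 0.0486), in a list drawn in part from these samples. For the lists not called, the median of the gene means was 0.16 for luminal epithelium, 0.05 for hormone-sensing luminal cells, -0.21 for basal myoepithelium, 0.04 for macrophages, 0.05 for neutrophils, -0.04 for leukocytes in general and -0.06 for T lymphocytes. It was -0.20 for the genes measured by RT-PCR, 0.65 for cytokines more abundant in RANK-/- supernatants and 0.34 for those more abundant in RANK+/+ supernatants. Median, mean and test differed in sign for hormone-sensing luminal cells (mean -0.11, read lower by camera), neutrophils (mean -0.16, read higher) and leukocytes in general (mean 0.02, read lower). The medians of endothelium, type I interferon, hormone-sensing luminal, luminal, macrophage and neutrophil genes became negative with median centring. Over all 23 lists, 10 genes passed adjusted over the list alone. The lists of B lymphocyte and sex-linked genes had 1 tested gene each and were not tested as lists. Cd22 was 0.02 on average, and Xist was 0.06 with a spread of 1.29.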

Values the study reported

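The study reported 604 genes with different expression between sorted CD45- cells of RANK+/+ and RANK-/- tumor transplants.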

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

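The settings under which the agreement between pairs was recomputed were chosen after seeing the data; the other settings were fixed beforehand. A block for the slide was not run, because all arrays shared 1 slide. Leaving out between-array normalization tests nothing, since Aquantile leaves ratios as they are.

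The limma count stayed at 0 under every setting with 1 value per pair, including no background subtraction, both other offsets, median centring, spatial loess, Agilent's processed signals, the series table, both other filters, every probe separately, the mean over probes, arrays A or B alone, a dye term, robust eBayes, a 1.5-fold minimum and leaving out any pair. Genes at an unadjusted p under 0.05 numbered 647 in the main analysis, 1206 with no filter on dim probes, 874 with a dye term in the fit, 1876 without replicate 2 (pair 2) and 0 with robust eBayes with trend. The count changed only when the technical replicates entered the fit. With 6 arrays as 6 separate replicates limma called 298 genes (156 higher, 142 lower in the channel labeled RANK-/-), and with the pair as a random block it called 13 (7 higher, 6 lower; consensus correlation within pairs 0.962). Tnfrsf11a kept its mean of 1.65 in both and passed the threshold (limma adjusted p 0.0111 and 0.0195). Over its 22 settings the adjusted p ranged from 0.0111 to 1.00 and the log2 ratio from 1.39 to 1.89. By construction, the fit with 6 separate replicates counts each pair as more than 1 replicate. The fit with the pair as a random block allows for this only through 1 consensus correlation for all genes. Its residual degrees of freedom still come from the 6 arrays and not from the pairs. Its calls, that of Tnfrsf11a included, therefore also rest in part on the technical replicates.

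Without a replicate block, that is with the channels analyzed as 3 RANK-/- and 3 RANK+/+ samples, limma called 0 genes (828 at an unadjusted p under 0.05) and camera 11 lists. Samples with the same pair number did not deviate together: the correlations of their deviations from the group means were -0.0341, -0.218 and -0.0411 in pairs 1, 2 and 3. The pairing is thus one of shared arrays. Of the list calls, only that of type I interferon genes was lost.

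The rank product count was 20 in the main analysis, 12 with median centring, 38 without the filter on dim probes and 730 with the 6 arrays as separate replicates. Leaving out 1 pair gave 2 to 22 genes, and of the 20 main genes 3, 8 and 1 were still called without pairs 1, 2 and 3. The cause was not tested, except that the unfiltered run covered more genes (36798) and the 6-array run counts each pair more than once. The split between higher and lower calls, 10 and 10 in the main analysis, became 4 and 14 at offset 0, 4 and 15 at offset 16, 4 and 17 with Agilent's processed signals, and 3 and 17 with the series table. Of the 20 main genes, 9, 13, 6 and 12 were still called there.

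The mean correlation between pairs was -0.0600 in the main analysis. When 1 pair was left out, the correlation of the remaining 2 ranged from -0.279 to 0.178, the latter without pair 2. With median centring the correlation of pairs 2 and 3 turned from -0.0792 to 0.0414, and that of pairs 1 and 3 went from 0.178 to 0.0744. Genes at least 2-fold different the same way in all 3 pairs numbered 20, and 15 to 71 under other settings, the last with Agilent's processed signals.

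Camera's 12 list calls became 0 with fry and 0 with the estimated correlation. Under the other 19 settings that used all pairs, 8 to 13 lists were called. The class I, class II, T-cell cytotoxicity, fibroblast, interferon gamma, hair follicle, proliferation and ribosome biogenesis lists were called under all 19. Leaving out a pair gave 8 to 12 lists, and of the 12 main lists 9, 9 and 6 were called the same way without pairs 1, 2 and 3.

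Some list medians near 0 changed sign. With median centring, which moves the median of all genes to -0.14, the medians were -0.0051 for endothelium, -0.054 for hormone-sensing luminal cells, -0.0055 for type I interferon, -0.22 for luminal epithelium, -0.019 for macrophages and -0.13 for neutrophils. Relative to that shift, only luminal epithelium lay below all genes. The leukocyte median was 0.0066 with Agilent's processed signals and 0.010 with the strict filter, where that of T lymphocytes was 0.039. Without a filter, neutrophil genes were at -0.035 and cytokines more abundant in RANK+/+ supernatants at -0.020. With arrays B alone neutrophil genes were at -0.018. With a dye term macrophage genes were at -0.083 and Cxcl12 at -0.0093. The cause was not tested.

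Leaving out 1 pair also turned the sign of several values. The ranges were -0.13 to 0.054 for Prf1, -0.58 to 0.10 for Il1b, -0.15 to 0.019 for Cd40, -0.60 to 0.072 for Ccl3, -0.32 to 1.44 for the brighter probe of Cxcl12 and -0.019 to 0.63 for Csf1. For list medians they were -0.10 to 0.51 for luminal epithelium, -0.16 to 0.087 for leukocytes, -0.35 to 0.076 for genes measured by RT-PCR, -0.095 to 0.11 for T lymphocytes, -0.18 to 0.69 for type I interferon, -0.16 to 0.28 for macrophages, -0.12 to 0.28 for endothelium, -0.38 to 0.20 for hormone-sensing luminal cells, -0.059 to 0.14 for intrinsic apoptosis, -0.042 to 0.17 for neutrophils and -0.17 to 0.41 for cytokines more abundant in RANK+/+ supernatants.

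Signal over background limits what can be read: 54.3% of gene probes passed the filter, and genes such as Ifng, Il10 and Il4 were too dim to test.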

Other observations

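Of the tests below, the following were chosen only after the result was seen: those of dye bias, of myeloid cells, of labels exchanged on all arrays or in pair 2, of array noise, of technical replicates counted as independent, of single genes around Tnfrsf11a, of leukocytes and a chromosome gain behind the class II genes, in whole or in part, of the hair follicle alone, and of chance for the limma and rank product counts.

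The number of genes called here was 20 by the rank product and 0 by limma. That is lower than the value quoted from the study above. With 6 arrays as 6 separate replicates the rank product called 730 genes and limma 298, so the rank product count moves past that value with the treatment of arrays A and B. Which treatment was used there was not tested.

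Tnfrsf11a read higher in the channel labeled RANK-/-, against its label. A dye bias of the probe is argued against, because pair 1 and pairs 2 and 3 had opposite dyes and the ratio was still 1.74 once a dye effect of 0.29 was taken out. The normalization is argued against too: the lowest ratio over 7 other background corrections, normalizations or signals was 1.39. Myeloid cells, which also express RANK, would bring their abundant transcripts. The highest mean among 15 macrophage genes was 0.61, and 12 of them were below 0 in pair 1, so this source is argued against as the whole cause, although their medians were 0.26 in pairs 2 and 3. A chromosome segment around the gene that differs between the lines stays open. The median of the 40 neighbors was 0.0075, and 90.4% of 13872 windows of the same size lay at least as far from 0, but such a segment would move single genes both ways, which a median does not show. Of the neighbors, Gin1 (-1.87), Pam (1.22) and Tfcp2l1 (-1.09) had means of at least 2-fold and the same sign in all 3 pairs, and 2.12% of the windows held as many such genes. Over 9 combinations of window size and definition this share ranged from 1.64% to 8.82%. These 3 genes were singled out after their values were seen, and they are too few to decide. Gin1 had 2 tested probes, and its mean ranged from -2.55 to -0.98 over 22 settings, so it did not always reach 2-fold. An exchange of genotype labels on all 6 arrays stays open for the direction of the ratio. By itself it would not account for the signal in both channels. The normalized log2 signal was 13.07 to 13.55 in the channels labeled RANK-/- and 11.32 to 12.21 in those labeled RANK+/+. Under either labeling, the probe was thus well above background in the RNA of RANK-/- tumors. No other gene in these data marks the genotype, and RANK targets, with a mean of 0.37, are not such a marker. Genes measured by RT-PCR in whole tumors of the study do not decide either. Casp4, with a mean of 1.27, ran opposite to the study. Il1b and S100a9, with means of -0.34 and -1.47, ran the same way as the study, but these means rested on pair 1 (-1.20 and -4.12). In pairs 2 and 3 Il1b was 0.15 and 0.05, and S100a9 was -0.04 and -0.25. Prf1 was near 0 (-0.07). If the labels were exchanged, the class I and class II genes would be lower, not higher, in RANK-/- cells. A transcript still made from the deleted allele, with the probe outside the deleted part, also stays open and was not tested, since the probe position was not used here. Hypotheses that rest on the direction of any gene in these data share this limit.

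The pairs shared little of their response. Array noise is argued against by the agreement of arrays A and B, whose lowest correlation was 0.973. Dye bias is argued against as the whole cause, because pairs 1 and 3, with opposite dyes, correlated at 0.178 and pairs 2 and 3, with the same dyes, at -0.0792. With median centring in place of loess these values were 0.0744 and 0.0414, so the contrast was smaller, while pairs 1 and 3 stayed above 0. Gain or loss of whole chromosomes as the whole cause is argued against, because pairs 1 and 2 still correlated at -0.257 after the median of each gene's chromosome was taken off, and those medians held 2.04%, 2.64% and 3.46% of the variance over genes in pairs 1, 2 and 3. Exchanged labels in pair 2 stay open. With pair 2 turned, 66 genes were at least 2-fold different the same way in all pairs, against 20 as labeled. Yet Tnfrsf11a and the class II genes had one direction in all 3 pairs as labeled. Turning the pair with the most negative correlations raises such a count by construction, so the labels were kept. A different share of cycling cells in each pair also stays open: the proliferation medians were -0.78, 0.66 and -1.27, and once a proliferation and ribosome score was removed pairs 1 and 2 correlated at 0.0912, but 22 of 100 random lists gave a value at least as high. Pairs 1 and 3 then correlated at -0.743 and pairs 2 and 3 at 0.575. A biological difference between the tumors of a pair was not tested. Each genotype had 3 RNAs, each pair had its own, and the labels do not name their tumors.

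Counting technical replicates as independent may account for the genes called from 6 arrays. If it did, calls would appear whichever way the pairs are turned. Of the 4 turnings of the 3 pairs, 3 gave at least the 298 genes of the labeled one, and the counts for turning pair 1, 2 or 3 were 1939, 4101 and 180. The number of genes called therefore does not set the genotype comparison apart from arbitrary ones.

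For the rank product and camera counts, chance could not be excluded, and with 4 turnings the share cannot fall below 0.25. For limma the labeled count was 0, which all 4 turnings reach by construction, so that count says nothing about chance. At an unadjusted p under 0.05 limma gave 647, 1503, 2609 and 492 genes as labeled and with pair 1, 2 or 3 turned. The rank product gave 20, 22, 72 and 18, so 3 of 4 turnings reached the labeled count. Camera gave 12, 13, 8 and 8 lists, so 2 of 4 did. With the channels unpaired, all 10 splits of the 6 samples into 3 and 3 likewise reach the labeled count of 0 by construction, while 7 of 10 gave at least the 828 genes at an unadjusted p under 0.05 of the labeled split. In simulated ratios with no change, whose genes shared the estimated correlations, 9 of 100 draws gave at least 12 lists by camera.

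Genes of class II antigen presentation read higher in the channel labeled RANK-/- in every pair. Leukocytes left in the sorted fraction are argued against as the whole cause: in pair 1 the median of 26 leukocyte and macrophage genes was -0.34, with 20 of them below 0, while 9 of 10 class II genes were above 0. In pairs 2 and 3 the median of the 26 genes was 0.20 and 0.23, where that of the class II genes was 1.17 and 1.70, so leukocytes stay open as a part of the difference there. Of these 26 genes, Ptprc is also in the list for T-cell cytotoxicity. Dendritic cells alone were not tested. Dye bias is argued against by the class II median of 0.71 in pair 1, whose dyes were opposite to those of the other pairs. Gain of the chromosome that carries the H2 genes of the list is argued against as the whole cause by that chromosome's medians of -0.024 and 0.051 in pairs 1 and 2. In pair 3 its median was 0.28, so a gain stays open as a part of the difference of the H2 genes in that pair. It would not reach Cd74 (1.14, 2.36 and 2.30), Ctss (0.17, 0.78 and 1.74) and Ciita (0.43, 0.47 and 0.15), which lie on other chromosomes. Ifi30, also on another chromosome, was not higher in all pairs (-0.43, -0.30 and 0.25). Shifts of those other chromosomes were not set against these genes. Higher expression by the CD45- cells themselves was not separated from these parts. The fry adjusted p of 0.599 and the open question about the labels add to this limit.

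Hair follicle genes read lower in the channel labeled RANK-/- of pair 1, with Tchh at -6.01 and Krt28 at -4.46. In that channel these 2 genes were well above background on only 3 and 2 of the 6 arrays, so the sizes depend on the background correction: the mean Tchh log2 ratio over pairs was -2.99, and -4.15 at offset 0. Skin taken along with the RANK+/+ tumor of pair 1 stays open, because epidermal genes moved apart in that pair. Krt10 (-0.36) and Lor (0.48), which skin would bring in abundance, go against it, and Krt10 was lower in pairs 2 and 3 (-0.81 and -1.50). Krt16 (-2.42), Cnfn (-2.31), Krt14 (-1.81), Krt5 (-1.41) and Krt6a (-1.38) in pair 1 go with it. Dye bias is argued against as the whole cause: 7 genes of the inner root sheath, a layer of the hair follicle, had a median of -0.52 over pairs 2 and 3, whose dyes are opposite to those of pair 1, and so kept their direction. Hair follicle without the surrounding skin also stays open as a candidate source. The median of the 7 genes was -2.63 in pair 1 and -0.63 and -0.40 in pairs 2 and 3, and 6 of the 7 were at least 2-fold lower in pair 1. Expression of these genes by tumor cells would look the same. The list was drawn in part from the supplement of the study, and Gata3 in it is also a luminal gene.

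Chromosome medians of each pair's ratios lay further from the median of all genes than when genes were shuffled. The SD of the 20 medians was 0.0887, 0.0698 and 0.122 in pairs 1, 2 and 3, against at most 0.0346, 0.0247 and 0.0327 over 1000 shuffles. Gain or loss of whole chromosomes in one tumor of a pair is a candidate explanation. It predicts that the first and the second part of a chromosome shift together, and this held for all 7 of the 7 chromosomes that departed by at least 0.2, with shifts from -0.21 to 0.31. A shift of dim probes is argued against: the brighter genes of these chromosomes shifted by 1.57 times the shift of all their genes (median). Regional regulation of many genes was not tested, and no DNA was measured.

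Probes of the Y-linked genes Ddx3y, Eif2s3y and Kdm5d were well above background on 0 arrays and 1 of the 2 probes of Uty on 1 array in each channel. Those of Xist were on all 6 in both channels. Csn2 had a normalized log2 signal of 9.75 in the RANK+/+ channel of pair 1 and of 5.87 to 6.83 in the other 5 samples.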
